A study of Mus musculus with 58 samples.

How the data were processed

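PolyA RNA-seq of microglia sorted from mouse forebrain was analysed in 58 libraries that fall into 13 groups. Per the labels' protocols, the cells were sorted as CD11b+, CD45low and CX3CR1+, the libraries were dUTP-stranded, and they were sequenced single-end on HiSeq or NextSeq instruments. The labels do not say which library was sequenced on which instrument or made with which of the RNA kits the protocols name, and they give no sex. Those possible batches therefore cannot be entered in a model.

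3 sets of files were used, each with its own libraries. For the age series the authors deposited raw counts for 24940 genes in 22 libraries and the same genes in TPM, which scales counts by transcript length and library total. For the antisense oligonucleotide (ASO) libraries the authors deposited raw counts for 10277 genes in 20 wild-type libraries and for 10589 genes in 16 SgshKO libraries. For both ASO sets they also deposited a normalised and batch-corrected signal per gene on a linear scale, whose method is not stated in the sources used here. The counting tool is likewise not given in the sources used here, nor is the aligner. The header of the age series has the columns that HOMER writes, and its RefSeq gene positions were checked against GRCm38.p6: of 24940 genes, 24294 matched by symbol, 24215 of these on the same chromosome, and 98.5% of the latter began within 50 kb of the reference start. Coordinates below are those of that file and build. The age file lists 3898 genes at 0 in all libraries, whereas every gene listed in the ASO files had counts in at least 8 libraries and a mean of at least 7.05 (wild-type) or 39.25 counts (SgshKO), so genes with low counts had been removed before deposit by a rule that is not stated. 10 gene symbols appear more than once in the wild-type ASO file and 9 in the SgshKO one, and these were kept apart by identifier. The TPM of the listed genes do not sum to the full nominal total in any library, so the TPM and the batch-corrected signal served as alternatives only and the counts as the main data. The single-nucleus, single-cell, ATAC-seq and ChIP-seq data that the series design also lists were not analysed here.

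Counts were tested with edgeR 4.0.16 (quasi-likelihood F test, TMM factors, filterByExpr with a minimum count of 10) in R 4.3.3. 1 model was fitted per file, so that all groups of a file share the estimate of the spread, and no test was made across files. Benjamini-Hochberg adjustment ran over all genes tested in a comparison, with a threshold of 0.05. The filter kept 14309 genes in the age series and every listed gene in the ASO files. The age model held the 6 genotype and age groups alone. The ASO models also held the number called grp in the titles, which runs from 1 to 4 in the wild-type and from 1 to 2 in the SgshKO libraries. In the wild-type ASO libraries grp is the same number as the replicate and pairs the treatments: after removal of the group means, libraries with the same number correlated with r of 0.122 to 0.640 across genes. In the age series the same check gave r of -0.171 to 0.115 between same-numbered libraries at 3 weeks and values between these at the other ages, so the replicate number was not a block there. In the SgshKO ASO libraries, same-numbered libraries of the 2 treatments had r of 0.0880 to 0.612 in grp 1 and of 0.0839 to 0.156 in grp 2. The main model there held grp alone, and the replicate number as a block was an alternative. PBS replicate 4 is in grp 4 by its title and in grp 3 by the name of its column. It was put in grp 4, where its mean r with the libraries of the other treatments was 0.429, against 0.188 in grp 3. Values per library are counts scaled to library size and TMM factor (CPM), and SD or SE is named beside the number of libraries. The SE of a log2 fold change is its absolute value divided by the square root of the F statistic. It thus restates the test, is no separate estimate of error, and need not cover counting error where a group has few counts.

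Gene lists were written from general knowledge of mouse brain cells before the data were examined, as were the comparisons, their tests and the alternatives, except where a text says otherwise. The lists for disease-associated microglia (DAM, 40 genes), homeostatic microglia (28 genes) and lysosome (78 genes) are the main ones. 6 genes are on both the DAM and the lysosome list, 1 is on both the homeostatic and the lysosome list, and none is shared by the DAM and homeostatic lists. The lists for interferon response, dissociation response, monocytes and neutrophils, border macrophages, astrocytes, oligodendrocytes, endothelial cells, neurons and the sex chromosomes serve checks on other sources of signal, and a list of clock genes was added after the data had been seen. The genes called higher (3090) and lower (2703) in SgshKO at 8 months were used as 2 further lists in the ASO comparisons, which come from other libraries. Lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01 on log2 CPM (prior count 2), with adjustment over 29 tests of the main and derived lists and over 67 tests of the others. fry and camera with an estimated correlation were run beside it for the 29 tests only. Lists with under 3 genes in a file were not tested there. A list value is the median of the members' log2 fold changes on that scale.

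Genes are named by a fixed rule. Sgsh is named in the age series, and Mitf, Tfeb, Tfe3 and their paralogue Tfec are named everywhere they were tested. For each comparison, up to 3 genes higher and 3 lower are named. They have the largest absolute log2 fold change among genes past the threshold with an average log2 CPM of at least 4, no overlap between the libraries of the groups and a symbol that is not that of a predicted gene. For differences between effects the condition on overlap was dropped. The 3 members of each main list with the largest absolute log2 fold change at 8 months are followed through the other comparisons. Genes with 0 counts in a whole group are given as a lower bound against a floor of 3 counts over the group, and ratios to 1 to 3 counts are given with an exact Poisson interval (95% confidence). Both cover counting error only, since the reads carry no molecular identifiers.

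Each test was first run on simulated counts drawn from the real means and library sizes, with 200 genes changed 2-fold. At 8 months 78.0% of these genes were called among 14309 genes simulated, at 4 months 60.0% and at 3 weeks 76.5%. For the Mitf ASO in wild-type mice 94.0% were called among 10277 genes, and for the combined ASO in SgshKO 97.0% among 10589. In these 5 simulations between 2 and 15 unchanged genes were called. For the differences between ages 43.0% of the changed genes were called for 4 months and 3 weeks. The shares were 64.0% for 8 months and 3 weeks and 50.0% for 8 and 4 months, so the counts of these tests rest on unequal power. The changed genes were drawn from those above a minimum mean count, so no share covers genes with few counts.

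The alternatives were RLE factors, the DESeq2 1.42.0 test, limma on TPM with pseudocounts of 1 and 0.1 and on the batch-corrected signal with a pseudocount of 1, no count filter, the sex list left out, models with only the groups compared, models with and without the replicate number or grp, 1 grp at a time, and leaving out each library in turn. Leaving out the sex list with the TMM factors kept is the planned form of that alternative. This handling was settled after it was seen that removing the genes changed the library TMM takes as its reference, and the form with factors recomputed was added. Also added after the data had been seen were a covariate for Ddx3y minus Xist, PBS replicate 4 in grp 3, and the list tests and named genes within 1 grp. Other splits of the libraries into groups of the same sizes were fitted in full where there were up to 100, and otherwise in 100 draws with the real split included. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.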

Results

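Gene expression was measured by polyA RNA-seq in microglia sorted from the forebrain of C57BL/6 mice. SgshKO mice carry a knockout of Sgsh, the gene of a lysosomal enzyme that degrades heparan sulfate. An age series compared wild-type (WT) and SgshKO mice at 3 weeks (3 WT and 4 SgshKO libraries), 4 months (2 and 2) and 8 months (4 and 7). In WT mice, 5 groups of 4 libraries each had received PBS, a control ASO labelled ntc, or an ASO against Mitf, Tfeb or Tfe3. In SgshKO mice, 8 libraries had received ntc and 8 the combination of the Mitf and Tfe3 ASOs. An ASO here is an oligonucleotide that lowers its target transcript. It was given as a single injection into the cerebral ventricles, and cells were collected 14 days later. The labels do not give the age of the ASO-treated mice.

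Total counts per library ran from 8191508 to 27106584 in the age series. At 3 weeks they were 14384916 to 18081727 in WT and 10648847 to 22067656 in SgshKO, at 4 months 8445139 to 13801566 and 8191508 to 11215637, and at 8 months 10875209 to 20778877 and 11146412 to 27106584. The WT ASO libraries held 16034082 to 24610279 counts with PBS, 16554404 to 30378870 with ntc, 16111626 to 23999147 with the Mitf, 14372015 to 24769606 with the Tfeb and 17484360 to 23011121 with the Tfe3 ASO. The SgshKO ASO libraries held 12517838 to 24316555 with ntc and 12551854 to 30431437 with the combination. The 10 most abundant genes took 7.12% to 10.7% of the counts in the age series, 11.0% to 12.1% in the WT and 9.84% to 10.7% in the SgshKO ASO libraries. Across genes, log2 CPM of libraries of the same group correlated with r of 0.936 to 0.991.

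The first comparison asks how loss of Sgsh changes microglial expression at each age. At 3 weeks 1292 of 14309 genes passed an adjusted p of 0.05, 760 higher and 532 lower in SgshKO. At 4 months 2794 genes passed (1469 higher, 1325 lower) and at 8 months 5793 (3090 higher, 2703 lower). Changes of at least 2-fold were found in 306, 1195 and 1900 of these genes in that order. The groups of WT and SgshKO libraries did not overlap for 1246 of the genes called at 3 weeks, 2785 at 4 months and 3553 at 8 months. Over all genes that share was 22.5%, 58.3% and 25.4%, where chance gives 5.71%, 33.3% and 0.606%. The count at 3 weeks fell to 803 with the replicate number as a block, the alternative that moved it most. The count at 4 months rests on 2 libraries per group: it was 1688 without WT replicate 1, 1441 without WT replicate 2 and 1623 without SgshKO replicate 2. The balance between higher and lower genes depends on the scaling, and with TPM the genes tested changed as well. With TMM the median change over 14309 genes was -0.02, 0.00 and 0.02 (log2) at the 3 ages. With TPM and a pseudocount of 1 it was -0.06, -0.12 and -0.14, over 12021 genes. Of these 12021 genes, 2053 were higher and 4066 lower at 8 months. How much of the shift comes from the scaling and how much from the gene set was not tested.

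**Figure D1:**
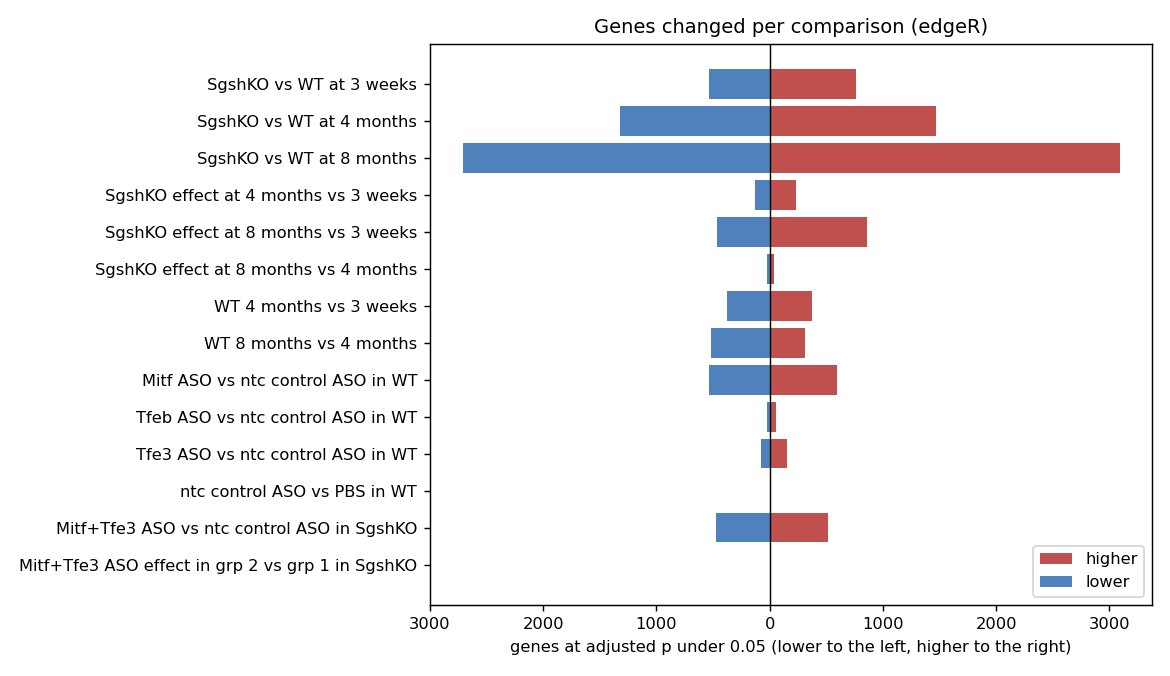
Genes past an adjusted p of 0.05 in each comparison (bars, number of genes), higher and lower shown apart. Calls between SgshKO and WT rise from 1292 at 3 weeks to 5793 at 8 months, and among the ASO comparisons in WT mice the Mitf ASO has the most, 1128.

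At 3 weeks the genes with the largest increases were Lrguk (chromosome 6, 34029448 to 34134034), Lox and Chst2. Lrguk rose from 0.614 ± 0.0938 CPM (SD, n = 3) to 11.0 ± 3.56 CPM (SD, n = 4), a log2 fold change of 4.17 ± 0.31 (SE, adjusted p = 1.29e-09). Lox changed by 3.95 and Chst2 by 2.93. The largest decreases were in Igfbp4, Ccr1 and Cnn2. Igfbp4 (chromosome 11, 99041244 to 99052655) fell from 96.2 ± 5.53 CPM (SD, n = 3) to 18.6 ± 4.39 CPM (SD, n = 4), a log2 fold change of -2.38 ± 0.35 (SE, adjusted p = 4.02e-05). At 4 months Camp, S100a8 and Ltf had the largest increases, and all are transcripts abundant in neutrophils. Camp (chromosome 9, 109847377 to 109849456) had 2 counts in the WT libraries together against 596 ± 591 CPM in SgshKO (SD, n = 2), a ratio of 6672 with a counting interval of 1847 to 55091. The largest decreases at 4 months were in Gpr165 (-5.24 ± 0.37, SE, adjusted p = 4.02e-10), Mycl (-4.34) and Il7r (-4.31). At 8 months Hpse, which encodes heparanase (chromosome 5, 100679484 to 100719716), rose from 0.160 ± 0.135 CPM (SD, n = 4) to 168 ± 10.8 CPM (SD, n = 7). Its log2 fold change was 10.21 ± 0.38 (SE, adjusted p = 3.11e-16). S100a8 (10.12) and Ltf (10.01) followed, with SgshKO libraries that ranged from 66.7 to 985 CPM for S100a8. Gpr165 (chromosome X, 96713468 to 96719388) fell from 225 ± 79.0 CPM (SD, n = 4) to 2.65 ± 0.921 CPM (SD, n = 7), a log2 fold change of -6.45 ± 0.21 (SE, adjusted p = 3.16e-17). Il7r (-5.10) and Mycl (-4.28) were the next lowest.

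The lists ask whether known microglial states account for these changes. The DAM list had a median log2 fold change of 0.87 at 3 weeks (35 of 40 genes higher, camera adjusted p = 6.58e-26), 1.82 at 4 months (40 of 40, adjusted p = 1.07e-37) and 2.18 at 8 months (40 of 40, adjusted p = 3.84e-35). The homeostatic list had medians of -0.24 (23 of 28 genes lower, adjusted p = 3.45e-06), -0.73 (27 of 28 lower, adjusted p = 3.05e-15) and -0.60 (adjusted p = 1.03e-11). The lysosome list had medians of 0.51 (69 of 77 genes higher, adjusted p = 8.02e-41), 0.51 (66 of 77, adjusted p = 4.08e-18) and 0.67 (adjusted p = 3.15e-19). These directions held on every scale tried. With TPM and a pseudocount of 1 they were 0.79, 1.69 and 2.003 for DAM, -0.30, -0.81 and -0.74 for homeostatic and 0.43, 0.43 and 0.51 for lysosome genes. fry kept all of these calls, and camera with an estimated correlation lost only the homeostatic list at 3 weeks (adjusted p = 0.130). Over all genes tested, 39 DAM genes were called higher and 0 lower at 8 months by edgeR, 1 homeostatic gene higher and 23 lower, and 57 lysosome genes higher and 6 lower. Adjusted over the list alone, the counts were 39 and 0, 2 and 23, and 58 and 6. At 3 weeks 28 DAM genes were called higher and 2 lower over all genes, and 30 and 3 adjusted over the list alone. For homeostatic genes at 3 weeks the counts were 0 and 10, and 0 and 12 adjusted over the list alone, and for lysosome genes 54 and 0, and 59 and 2 adjusted over the list alone. At 4 months they were 36 and 0 for DAM (38 and 0 adjusted over the list alone), 0 and 23 for homeostatic (0 and 23 adjusted over the list alone) and 46 and 2 for lysosome genes (50 and 2 adjusted over the list alone).

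**Figure D2:**
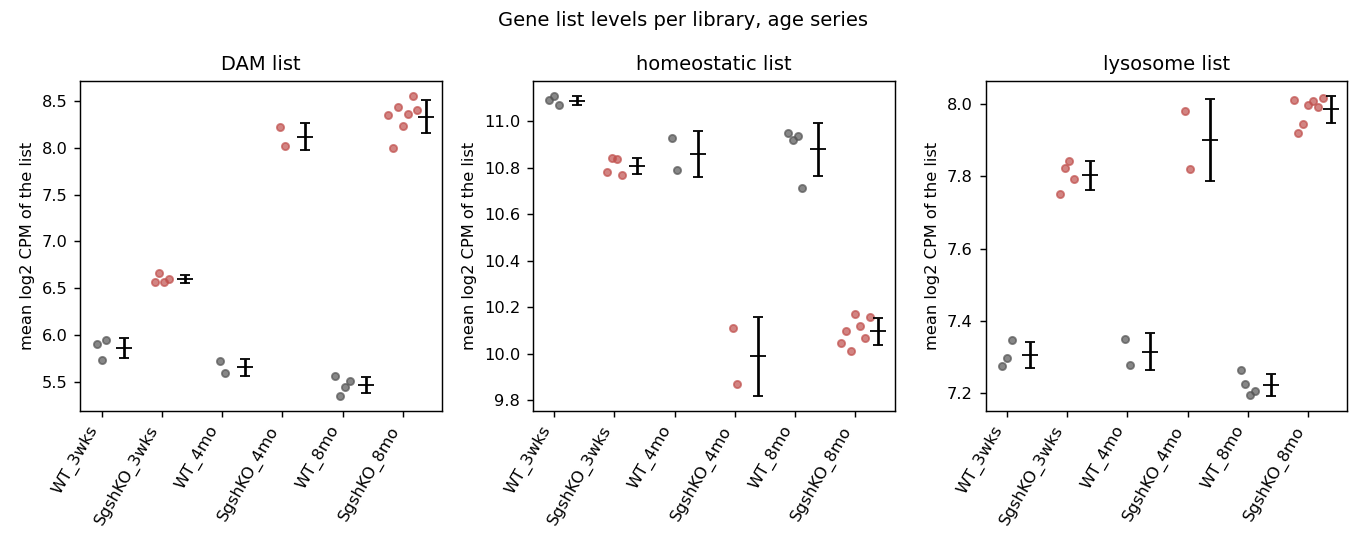
Mean log2 CPM of the DAM, homeostatic and lysosome lists in each library of the age series (points), with the group mean and SD. The DAM mean in SgshKO goes from 6.60 ± 0.04 at 3 weeks to 8.33 ± 0.18 at 8 months, while in WT it goes from 5.86 ± 0.11 to 5.47 ± 0.09.

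Among the list members with the largest changes at 8 months, Mamdc2 (7.42 ± 0.54, SE, adjusted p = 5.37e-11), Gpnmb (5.84 ± 0.75, adjusted p = 8.52e-07) and Spp1 (5.72 ± 0.47, adjusted p = 5.14e-10) led the DAM list. At 4 months Mamdc2 had 3 counts in the WT libraries together, which gives a ratio of 50.9 with a counting interval of 17.4 to 247. The call of Gpnmb at 4 months was lost without WT replicate 1 (adjusted p = 0.0549) or WT replicate 2 (adjusted p = 0.183). On the homeostatic list Gpr165, Crybb1 (-1.36 ± 0.15, adjusted p = 8.07e-08) and Selplg (-1.21 ± 0.09, adjusted p = 4.87e-11) fell most. On the lysosome list Atp6v0d2 had 0 counts in the WT libraries at 8 months and 1.14 CPM in SgshKO, at least 25.7-fold higher against a floor of 3 counts over the group (0.0444 CPM). Acp5 (6.36 ± 0.39, adjusted p = 2.24e-12) and Cd63 (2.65 ± 0.14, adjusted p = 1.22e-13) were the other lysosome genes named. The bound for Atp6v0d2 does not place it above Acp5. Of these 9 genes, Gpr165 (-2.18, adjusted p = 9.73e-08), Selplg (-0.71, adjusted p = 5.58e-05), Acp5 (1.63, adjusted p = 0.00209) and Cd63 (1.70, adjusted p = 4.45e-08) were already called at 3 weeks. At 4 months all but Atp6v0d2 (adjusted p = 0.627) were called, with 5.63 for Mamdc2, 3.50 for Gpnmb, 3.31 for Spp1, -1.31 for Crybb1, -1.34 for Selplg, 3.71 for Acp5 and 2.31 for Cd63.

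Sgsh itself (chromosome 11, 119343489 to 119355510) still had counts in SgshKO, at 79.99%, 75.9% and 59.9% of WT at the 3 ages. WT and SgshKO had 23.7 ± 2.99 CPM (SD, n = 3) and 19.0 ± 3.87 CPM (SD, n = 4) at 3 weeks, and 44.4 ± 12.3 CPM (SD, n = 4) and 26.6 ± 4.75 CPM (SD, n = 7) at 8 months. Of the 3 ages, only the difference at 8 months passed the threshold (log2 fold change -0.74 ± 0.16, SE, adjusted p = 0.000583), so the transcript level does not check the genotype labels. Mitf (chromosome 6, 97807058 to 98021358) was higher in SgshKO by 0.47 ± 0.11 (SE, adjusted p = 0.00582), 0.61 ± 0.14 (adjusted p = 0.00344) and 0.84 ± 0.09 (adjusted p = 5.70e-08) at the 3 ages. The change of this effect between ages did not pass the threshold. Tfeb and Tfe3 passed at no age. Tfec was higher at 4 months (3.74 ± 0.98, SE, adjusted p = 0.00816), where the WT libraries held 4 counts of it, and this call was lost without WT replicate 1 (3.01, adjusted p = 0.0915). In WT Tfec fell from 3 weeks to 4 months (-4.53 ± 0.95, SE, adjusted p = 0.00481), from 4.06 to 0.143 CPM, and that call was lost without the same library (-3.78, adjusted p = 0.0907). In SgshKO the level was 2.48 CPM at 3 weeks and 2.33 CPM at 4 months. The change of the SgshKO effect on Tfec between these ages passed (4.45 ± 1.13, SE, adjusted p = 0.0333). It was lost without WT 3-week replicates 1 or 2, SgshKO 3-week replicate 2, either WT 4-month library or SgshKO 4-month replicate 2 (adjusted p up to 0.190). Tfec is not in the tables of the ASO libraries.

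Whether the effect of genotype differs between ages was tested as an interaction. It differed for 361 genes between 4 months and 3 weeks (233 with a higher and 128 with a lower change at 4 months), for 1323 between 8 months and 3 weeks (856 and 467) and for 56 between 8 and 4 months (37 and 19). With DESeq2, which of the alternatives other than leaving out 1 library moved these most, the counts were 680 and 162 for the comparisons that involve the 4-month effect and 3 weeks or 8 months. The first count was 232 without WT 3-week replicate 1, 105 and 100 without WT 4-month replicates 1 and 2, 103 without SgshKO 4-month replicate 2 and 699 without SgshKO 4-month replicate 1. The last was 4 and 15 without WT 4-month replicates 1 and 2, 125 and 20 without SgshKO 4-month replicates 1 and 2, and 91 without SgshKO 8-month replicate 2. Between 4 months and 3 weeks, C3 was the one of the 3 named increases that was called in every fit without 1 library (7.76 ± 1.08, SE, adjusted p = 0.000191). Ltf (10.20, adjusted p = 0.0494) and Ngp (9.49, adjusted p = 0.0185) had larger values with less support. Among fits without 1 library, the Ltf call held only without SgshKO replicate 4 at 3 weeks or SgshKO replicate 1 at 4 months, and adjusted p reached 0.209 without WT 3-week replicate 1. It was also lost with RLE factors (0.0504) and with the Ddx3y minus Xist covariate (0.0507). Ngp was lost without WT 3-week replicates 1 and 2, WT 4-month replicate 2 or SgshKO 4-month replicate 2 (adjusted p of 0.0966, 0.0602, 0.105 and 0.0886). Gpr165 (-3.06 ± 0.42, adjusted p = 0.00017), Mycl (-2.72) and Il7r (-2.65) fell further at 4 months. Between 8 months and 3 weeks Hpse (7.29 ± 0.70, adjusted p = 1.69e-07) gained and Gpr165 (-4.26 ± 0.31, adjusted p = 2.90e-09) and Il7r (-3.44 ± 0.30, adjusted p = 5.55e-08) fell further. Xist (9.46, adjusted p = 0.0340), Ltf (8.86, adjusted p = 0.0290) and Hspa1b (-3.65, adjusted p = 0.0212) also met the rule. The Xist call held only in the fits without 1 of the SgshKO 8-month libraries, and the libraries differ in sex-linked transcripts. Ltf was lost without WT 3-week replicate 1 (adjusted p = 0.161) or 2 (adjusted p = 0.116), and Hspa1b without WT 3-week replicates 2 and 3, SgshKO 3-week replicate 4 or WT 8-month replicate 2 (adjusted p of 0.0757, 0.0723, 0.0729 and 0.0522).

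Between 8 and 4 months Irgm2 (chromosome 11, 58214977 to 58222783) had the only named difference that no single library decided (1.94 ± 0.17, SE, adjusted p = 2.55e-07). It was lower in SgshKO at 4 months (41.3 ± 1.03 against 71.2 ± 5.14 CPM, SD, n = 2 each) and higher at 8 months (75.4 ± 7.10, n = 7, against 34.0 ± 4.99 CPM, n = 4). Anxa2 (2.26), Lrguk (2.04), Hlf (-2.10), Dbp (-1.81) and Nr1d1 (-1.70) also passed. All 5 were lost without WT 4-month replicate 1 or 2, with adjusted p of 0.0502 and 0.0573 for Anxa2, 0.236 and 0.0975 for Lrguk, 0.0502 and 0.159 for Hlf, 0.0502 and 0.0975 for Dbp, and 0.104 and 0.212 for Nr1d1. Lrguk, Hlf, Dbp and Nr1d1 were also lost without SgshKO 4-month replicate 2 (adjusted p of 0.0889, 0.143, 0.0639 and 0.0865), and Lrguk without WT 8-month replicate 2 (0.0655) or 3 (0.0586).

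For the list members followed, the effect of genotype changed between 8 months and 3 weeks in all 9. Besides Gpr165 the values were 7.02 for Mamdc2 (adjusted p = 0.000954), 7.73 for Gpnmb (1.31e-05), 5.53 for Spp1 (6.96e-06), -1.76 for Crybb1 (3.31e-05), -0.50 for Selplg (0.0246), 4.74 for Acp5 (1.27e-06) and 0.95 for Cd63 (0.00214). For Atp6v0d2 (0.00360) no size is given, as it had 0 counts in WT at 8 months. Selplg was lost without WT 3-week replicate 3 (0.0670) or SgshKO 3-week replicate 2 (0.0589). Between 4 months and 3 weeks Mamdc2 (5.23, adjusted p = 0.0363), Gpnmb (5.39, adjusted p = 0.0177), Spp1 (3.12, adjusted p = 0.0308) and Crybb1 (-1.71, adjusted p = 0.00400) passed besides Gpr165. Mamdc2 was lost without any of the WT libraries of these ages, SgshKO 3-week replicates 1 or 4 or SgshKO 4-month replicate 2 (adjusted p up to 0.124). Gpnmb was lost without WT 3-week replicate 3 or either WT 4-month library (up to 0.162). Spp1 was lost without WT 3-week replicates 1 or 2, either WT 4-month library or SgshKO 4-month replicate 2 (up to 0.157). Between 8 and 4 months none of the 9 passed (lowest adjusted p 0.0784, for Acp5).

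Over all genes the log2 fold changes correlated with r of 0.140 (3 weeks and 4 months), 0.201 (3 weeks and 8 months) and 0.652 (4 and 8 months), while most of the genes called at one age changed in the same direction at the others. Of the genes called at 3 weeks, 94.2% had the same sign at 4 months and 95.5% at 8 months. Of those called at 4 months, 96.3% had the same sign at 8 months and 85.6% at 3 weeks. The shares for genes called at 8 months were 90.8% at 4 months and 81.2% at 3 weeks. 832 genes were called at all 3 ages, 826 of them in one direction (491 higher, 335 lower). Genes are not independent replicates, and no p is given for these shares.

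In WT mice 746 genes changed from 3 weeks to 4 months (374 higher, 372 lower) and 826 from 4 to 8 months (312 higher, 514 lower). The first count was 276 and 190 without WT 4-month replicates 1 and 2 and 444 without WT 3-week replicate 2, and the second 199 and 235 without WT 4-month replicates 1 and 2. Mmp9 rose (5.84 ± 1.25, SE, adjusted p = 0.00574) and then fell (-6.27 ± 1.18, adjusted p = 0.00218), and Hspa1b rose at first (5.14 ± 0.95, adjusted p = 0.00166). Without WT 4-month replicate 2 the first change of Mmp9 no longer passed (5.49, adjusted p = 0.0903). Ddx3y, a Y-linked gene, met the rule for the first interval (9.39, adjusted p = 0.0394) and was lost without each of the WT 3-week replicates 1 to 3 or WT 4-month replicate 2 (adjusted p of 0.113, 0.135, 0.130 and 0.940). Hbb-b1 (-4.95), its near-identical paralogue Hbb-bs (-4.95) and Hba-a2 (-4.76) fell. The Hbb genes were lost without WT 4-month replicate 1 (adjusted p = 0.149) or 2 (0.0821), and Hba-a2 without these (0.199 and 0.106) or WT 3-week replicate 2 (0.0705). From 4 to 8 months Atf3 (-4.38 ± 0.59, adjusted p = 8.80e-05) and Vat1l (-4.73 ± 0.74, adjusted p = 0.000516) fell, and DESeq2 gave Vat1l no p. Cd300lf (3.67), Notch4 (2.12) and Ddit4 (1.94) rose, and each was lost without WT 4-month replicate 1 (adjusted p of 0.0835, 0.0829 and 0.201) or 2 (0.252, 0.0719 and 0.169). Of the list members followed, Gpr165 fell from 3 weeks to 4 months (-2.09, adjusted p = 4.29e-05) and Acp5 from 4 to 8 months (-2.06, adjusted p = 0.0303). The Acp5 call was lost without either WT 4-month library (adjusted p of 0.139 and 0.250) or WT 8-month replicates 1 or 3 (0.0628 and 0.0743). The labels do not give sequencing batches, so age and batch cannot be told apart in these comparisons.

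In WT mice each ASO lowered its target against ntc. Mitf fell from 43.7 ± 6.92 to 1.58 ± 0.47 CPM (SD, n = 4 each), or 3.56% of ntc, with a log2 fold change of -4.81 ± 0.12 (SE, adjusted p = 8.37e-15). Tfeb (chromosome 17, 47737037 to 47792416) fell from 54.9 ± 2.33 to 5.80 ± 1.02 CPM, or 10.6% of ntc (-3.24 ± 0.08, adjusted p = 5.80e-15). Tfe3 (chromosome X, 7762661 to 7775202) fell from 198 ± 4.997 to 38.1 ± 2.68 CPM, or 19.2% of ntc (-2.38 ± 0.06, adjusted p = 1.36e-15). With PBS the levels were 42.9 ± 3.45 for Mitf, 53.8 ± 6.75 for Tfeb and 199.5 ± 17.4 CPM for Tfe3. In SgshKO the combination left Mitf at 20.9% of ntc (72.4 ± 6.57 to 15.3 ± 4.67 CPM, SD, n = 8 each, log2 fold change -2.26 ± 0.12, SE, adjusted p = 2.19e-09). It left Tfe3 at 47.3% (170 ± 17.7 to 80.4 ± 5.23 CPM, -1.08 ± 0.06, adjusted p = 2.19e-09). Tfeb changed by -0.26 under the combination (adjusted p = 0.0535), which DESeq2 called (adjusted p = 0.0322). Its call also appeared without ntc grp 1 replicate 1 (0.0449) or 3 (0.0187), without combination grp 1 replicate 2 (0.0499) or 4 (0.0364), and in grp 2 alone (-0.42, adjusted p = 0.0168), but not in grp 1 alone (-0.09, adjusted p = 0.691). In the fit of both grps together neither grp passed (-0.11 in grp 1, adjusted p = 0.562, and -0.41 in grp 2, adjusted p = 0.0596).

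**Figure D3:**
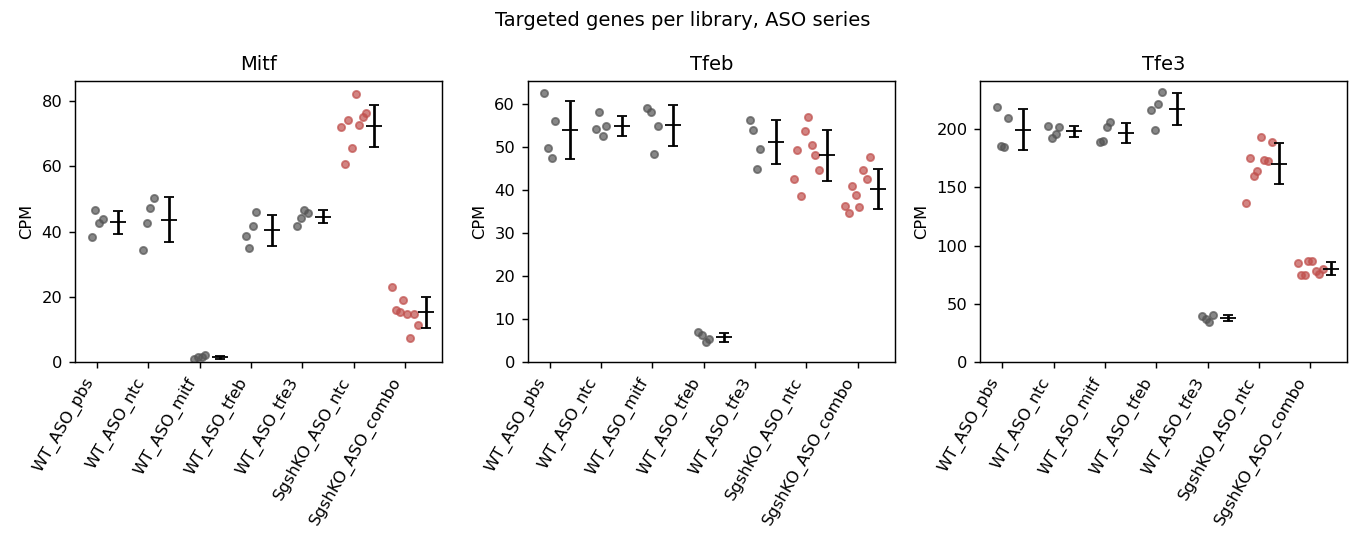
CPM of Mitf, Tfeb and Tfe3 in each ASO-treated library (points), with the group mean and SD. Each ASO lowers its own target, to 1.58 CPM for Mitf, 5.80 for Tfeb and 38.1 for Tfe3 in WT mice.

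The ASO comparisons in WT mice ask what each factor does in microglia without lysosomal storage. The Mitf ASO changed 1128 of 10277 genes (593 higher, 535 lower), the Tfeb ASO 80 (58 and 22) and the Tfe3 ASO 222 (150 and 72). 25, 3 and 9 of these genes changed at least 2-fold. Between ntc and PBS edgeR called 0 genes, with 415 at an unadjusted p under 0.05, DESeq2 called 2, and limma on the batch-corrected signal called 1. Leaving grp out of the model gave 211, 9 and 29, and with only the 2 groups compared in the model the counts were 1494, 450 and 185. Without 1 library the Mitf count was 621 and 668 for ntc replicates 1 and 4, and 678 and 630 for Mitf replicates 1 and 2. The Tfeb count was 24, 42 and 31 without ntc replicates 1, 2 and 4, and 33, 29 and 28 without Tfeb replicates 1, 2 and 4. The Tfe3 count was 92, 110, 124 and 117 without ntc replicates 1 to 4, and 140, 129, 79 and 103 without Tfe3 replicates 1 to 4. Groups did not overlap, after adjustment for grp, for 1097 of the genes called with the Mitf ASO, 80 with Tfeb and 221 with Tfe3. Over all genes the share was 23.5%, 12.6% and 15.9%, against 3.25% for ntc and PBS. Chance gives 2.86% if all libraries can be exchanged freely, which ignores their pairing by grp.

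With the Mitf ASO, Cst7 (chromosome 2, 150570415 to 150578944) rose from 12.4 ± 7.85 to 32.7 ± 4.84 CPM (SD, n = 4 each), a log2 fold change of 1.45 ± 0.25 (SE, adjusted p = 0.000921). Dpp7 (1.12 ± 0.10, adjusted p = 1.63e-06) and Anxa5 (1.11 ± 0.08, adjusted p = 1.20e-07) rose as well. Besides Mitf, Gpr165 fell from 298 ± 85.7 to 131 ± 32.9 CPM (-1.18 ± 0.10, adjusted p = 6.51e-07) and Ccr1 fell (-1.03 ± 0.22, adjusted p = 0.00563). Of the other list members followed, Cd63 rose with the Mitf ASO (0.98 ± 0.08, adjusted p = 6.28e-07) and Selplg fell (-0.21 ± 0.05, adjusted p = 0.0124). Selplg was lost without ntc replicates 1 or 4 or Mitf replicates 1 or 2 (adjusted p up to 0.0673) and without grp in the model (0.259). Crybb1 and Spp1 did not pass, and Mamdc2, Gpnmb, Atp6v0d2 and Acp5 are not in this table. None of those in it passed with the Tfeb or Tfe3 ASO (lowest adjusted p 0.0977, for Cd63 with the Tfe3 ASO). With the Tfeb ASO, Vcam1 (0.82), Fth1 (0.58) and Ftl1 (0.57) rose and, besides Tfeb, Tmcc3 (-0.70) and Mtrex (-0.54) fell. With the Tfe3 ASO, Cst7 (1.17), Npnt (0.97) and Ly9 (0.89 ± 0.11, adjusted p = 0.000267) rose and, besides Tfe3, Impact (-0.73) and Nr1d1 (-0.71) fell. Without grp in the model Tmcc3 (adjusted p = 0.128), and with the Tfe3 ASO Cst7 (0.161), Npnt (0.251), Impact (0.215) and Nr1d1 (0.219), were no longer called. The Tfe3 ASO call of Cst7 was also lost without ntc replicates 1, 2 or 4 or Tfe3 replicate 3 (adjusted p of 0.0619, 0.0565, 0.0810 and 0.0828). That of Impact was lost without Tfe3 replicates 3 or 4 (0.0906 and 0.0839), and that of Nr1d1 held only without ntc replicate 2 or Tfe3 replicate 2 (up to 0.124 without the others).

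The DAM list rose with the Mitf ASO (median 0.54, 31 of 33 genes higher, adjusted p = 8.42e-24), the Tfeb ASO (0.18, adjusted p = 1.32e-05) and the Tfe3 ASO (0.34, adjusted p = 2.91e-18). The lysosome list rose with the Mitf ASO (0.23, adjusted p = 9.52e-29) and the Tfeb ASO (0.06, adjusted p = 1.43e-08). With the Tfeb ASO the size of both changes depends on single libraries. The DAM median was 0.08 without ntc replicate 4 (its mean in full was 0.06), and the lysosome median was 0.03 without Tfeb replicate 1 and 0.10 without Tfeb replicate 3, though both lists passed in each fit without 1 library (highest adjusted p 0.0177 and 0.00127). With the Tfe3 ASO its median was -0.02, its mean -0.00 and the test pointed up (adjusted p = 0.393). The homeostatic list fell with the Mitf ASO (-0.18, adjusted p = 3.42e-07) and did not pass with the Tfeb (-0.05, adjusted p = 0.102) or Tfe3 ASO (-0.06, adjusted p = 0.118). Without ntc replicate 3 both of the latter passed (-0.07 and -0.08, adjusted p = 0.00783 each), and neither passed in the other fits without 1 library, where the medians came down to -0.03 (without Tfeb replicate 4 and without ntc replicate 1, in that order). Genes called higher in SgshKO at 8 months rose with the Mitf ASO (0.15, adjusted p = 8.05e-39), the Tfeb ASO (0.07, adjusted p = 1.06e-09) and the Tfe3 ASO (0.07, adjusted p = 3.97e-12). Those called lower fell, with medians of -0.13 (adjusted p = 4.24e-28), -0.03 (adjusted p = 0.000197) and -0.07 (adjusted p = 2.36e-10). With the Tfeb ASO the median of those called lower was -0.047 without Tfeb replicate 3 and -0.025 without Tfeb replicate 4. It passed in each fit without 1 library (highest adjusted p 0.0370). fry lost only the last-named list with the Tfeb ASO (adjusted p = 0.144). An estimated correlation lost the Tfeb ASO calls of that list (0.108), of DAM (0.175) and of lysosome (0.136). With the Mitf ASO 25 DAM genes were called higher and 0 lower over all genes, 26 and 0 adjusted over the list alone. The counts were 0 and 10 for homeostatic genes (1 and 13 adjusted over the list alone) and 38 and 0 for lysosome genes (49 and 1 adjusted over the list alone). The DAM counts were 4 and 0 with the Tfeb ASO (14 and 2 adjusted over the list alone) and 13 and 0 with the Tfe3 ASO (18 and 0 adjusted over the list alone). ntc itself raised the DAM list (0.10, adjusted p = 2.69e-06) and the lysosome list (0.07, adjusted p = 2.75e-08) against PBS. Without adjustment for grp, the mean log2 CPM of the DAM list ran from 6.91 to 7.55 in the ntc libraries. In the PBS libraries it ran from 6.93 to 7.12, so the groups overlap and single ntc libraries may hold part of the rise. Against PBS instead of ntc, the Mitf ASO gave 0.63 for DAM and 0.26 for lysosome genes, the Tfeb ASO 0.24 and 0.11, and the Tfe3 ASO 0.45 and 0.03. The last of these passed against PBS (adjusted p = 0.000571), unlike against ntc.

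Across genes, the log2 fold changes of the 3 ASOs against the shared ntc libraries correlated with r of 0.445 (Mitf and Tfeb), 0.547 (Mitf and Tfe3) and 0.418 (Tfeb and Tfe3). Unchanged groups simulated against the same control libraries gave medians of 0.498, 0.508 and 0.490 over 100 simulations, and none of the 3 pairs exceeded the highest. Among genes with log2 CPM of at least 4, r was 0.478, 0.556 and 0.280. For Mitf and Tfe3 4 of 100 simulations came as high there, and for Tfeb and Tfe3 the value lay under all 100 (lowest 0.335). With PBS as the shared control, the alternative that moved these most, r was 0.618, 0.707 and 0.640, and for Mitf and Tfe3 0 of 100 simulations came as high. The Mitf and Tfe3 ASOs shared 161 called genes, 150 of them in one direction. Mitf and Tfeb shared 63 (62 in one direction), and Tfeb and Tfe3 36 (36 in one direction).

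The combined Mitf and Tfe3 ASO in SgshKO asks which part of the SgshKO response needs these factors. It changed 988 of 10589 genes (512 higher, 476 lower), 12 of them at least 2-fold. With grp as the only batch the labels name, the same fit gave 1340 genes within grp 1 and 195 within grp 2. Across all genes r between the 2 effects was 0.260. All 988 genes called in the pooled comparison had the same sign in both grps, which their choice on the pooled effect favours. A test of the difference between grps called 0 genes by edgeR, with 1768 at an unadjusted p under 0.05, and 223 by DESeq2. The 0 became 25 without ntc grp 2 replicate 4, 21 without combination grp 1 replicate 3, 5 and 1 without combination grp 1 replicates 2 and 4 and 4 without combination grp 2 replicate 4. The libraries did not overlap, after adjustment for grp, for 203 of the genes called, and for 1.93% of all genes. Chance gives 0.0155% if all libraries can be exchanged freely, which ignores grp. Fitted on grp 1 libraries alone, the alternative that moved the count most, 192 genes passed, and on grp 2 libraries alone 430. This order is the reverse of that in the fit of both grps together, so the counts do not show in which grp the combination acted more. Oasl2 (chromosome 5, 114896934 to 114912245) rose from 17.8 ± 5.01 to 34.4 ± 3.79 CPM (SD, n = 8 each), a log2 fold change of 0.94 ± 0.14 (SE, adjusted p = 0.000451). Ifitm3 (0.89 ± 0.10, adjusted p = 2.51e-05) and Prrc2c (0.81, adjusted p = 0.0162) followed, and Prrc2c was lost in the fit without grp (adjusted p = 0.143), in grp 1 alone (0.104) and in grp 2 alone (0.0506). Besides the targets, Hpse fell most, from 148 ± 18.4 to 72.4 ± 16.5 CPM (-1.03 ± 0.12, adjusted p = 5.59e-05), with an adjusted p of 0.0509 in grp 1 alone.

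The DAM list fell under the combination (median -0.22, 23 of 39 genes lower, adjusted p = 0.000853), as did the lysosome list (-0.06, adjusted p = 0.000331). The homeostatic list rose (0.04, adjusted p = 0.00311). 7 DAM genes were called higher and 18 lower over all genes (8 and 20 adjusted over the list alone), 7 homeostatic genes higher and 1 lower (12 and 3 adjusted over the list alone), and 7 lysosome genes higher and 24 lower (8 and 30 adjusted over the list alone). fry kept these calls and an estimated correlation lost all of them, with adjusted p of 0.111 for DAM, 0.238 for homeostatic and 0.237 for lysosome genes. In grp 1 alone the homeostatic list did not pass (0.12, adjusted p = 0.0952). The genes called higher in SgshKO at 8 months had a median of 0.00 with a test that pointed down (adjusted p = 0.319), 154 of them called higher and 248 lower. Those called lower had a median of 0.01 (adjusted p = 0.146), and 167 were called higher and 59 lower; without combination grp 1 replicate 3 the list passed (0.02, adjusted p = 0.0278). Of the list members followed, Mamdc2 (-0.98, adjusted p = 0.0276), Gpnmb (-0.75, adjusted p = 0.0281) and Cd63 (-0.27, adjusted p = 0.0105) fell, and Crybb1 (0.37, adjusted p = 0.0177) and Selplg (0.37, adjusted p = 0.0156) rose. Without grp in the model Crybb1 was lost (0.39, adjusted p = 0.0721). Mamdc2 was lost without ntc grp 1 replicates 1 or 2, ntc grp 2 replicate 3, combination grp 1 replicate 4 or combination grp 2 replicates 3 or 4 (adjusted p up to 0.0615). Gpnmb was lost without ntc grp 1 replicate 2, ntc grp 2 replicate 1, combination grp 1 replicate 4 or combination grp 2 replicates 3 or 4 (up to 0.0597). Fitted on grp 1 libraries alone none of these 5 passed (adjusted p of 0.219, 0.221, 0.128, 0.0767 and 0.0662), and in grp 2 alone Mamdc2, Gpnmb, Crybb1 and Selplg did not (0.0778, 0.112, 0.120 and 0.148), each with the sign of the pooled value. In the fit of both grps together, Cd63, Crybb1 and Selplg passed within grp 1 (adjusted p of 0.0366, 0.0126 and 0.0108), and none of the 5 within grp 2 (lowest 0.163, for Mamdc2). Spp1 (0.16, adjusted p = 0.860), Gpr165 (0.34, adjusted p = 0.0838) and Acp5 (0.19, adjusted p = 0.844) did not pass. Within grp 1 and grp 2 the values were -0.53 and 0.78 for Spp1, -0.02 and 0.68 for Gpr165 and 0.86 and -0.55 for Acp5. Of these only Gpr165 in grp 2 passed (adjusted p = 0.00810), and none of the 3 differences between grps did.

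**Figure D4:**
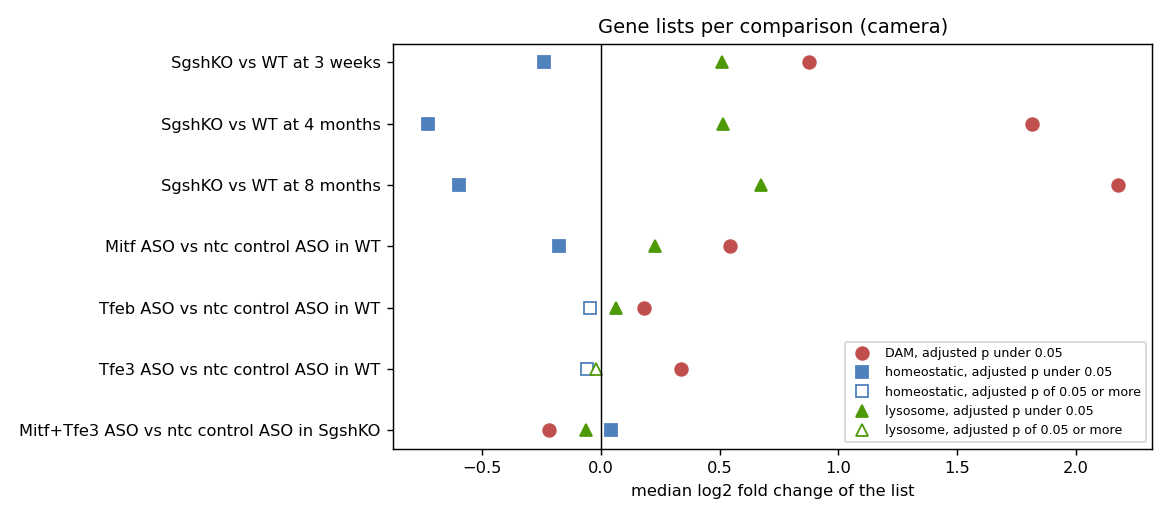
Median log2 fold change of the DAM, homeostatic and lysosome lists in SgshKO against WT and in the ASO comparisons (points), with filled points where camera passed an adjusted p of 0.05. The DAM median is 2.18 in SgshKO at 8 months, 0.54 with the Mitf ASO in WT mice and -0.22 with the combination in SgshKO.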

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

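The tests of the single libraries below, those with sex-linked transcripts and the count of labels that splits between ages keep were chosen only after the results they concern had been seen. In 4 of 80 tests a library lay apart from its group. The mark was a gap to its nearest neighbour, over the range of the group, above Dixon's 95% critical value. Each test took 1 measure, such as a gene or a list, in 1 group of 4 to 8 libraries. Tests of different measures share libraries, so they are not independent. Chance marks about 1 in 20 tests, or 4 of 80, so the number of marked libraries is what chance gives. The interferon list was not among the measures tested, and libraries that stood highest on it are given further below.

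The first is Sgsh in ntc replicate 3 of the WT ASO libraries, at 78.6 CPM against 69.8 CPM in the nearest library (ratio 0.891). It is the shallowest of its group at 16554404 counts. When all libraries were thinned to the shallowest, the ratio dropped to 0.517, under the critical value, so a difference in depth may add to it but is not shown to. The libraries of the other treatments in the same grp lay 2.46 CPM above their group means (3 of 4 in that direction), against 6.92 CPM for this one, which leaves a shift of the grp open for a part of it. The design gives no biological explanation for a single library, and none was tested. The second is the DAM list in Mitf ASO replicate 2, whose mean log2 CPM was 7.52 against 7.78 in the nearest library (ratio 0.912). Thinning left the ratio at 0.956, which argues against depth. The other treatments of that grp lay -0.14 from their group means (4 of 4 in the same direction) and this library -0.20, so a shift of its grp is a candidate explanation for most of the gap. The model holds grp as a term, and without this library the Mitf ASO count was 630 instead of 1128.

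The third is the homeostatic list in WT replicate 4 at 8 months, at a mean log2 CPM of 10.71 against 10.92 in the nearest library (ratio 0.867). It is the shallowest of its group at 10875209 counts, yet thinning all libraries left the ratio at 0.845, which argues against depth. No batch is labelled in the age series, and a difference between animals was not tested. Without this library the median of the homeostatic list at 8 months was -0.67 instead of -0.60, the lowest among the fits without 1 library, of which the highest gave -0.54. The fourth is the homeostatic list in PBS replicate 1, at 11.09 against 11.21 (ratio 0.850). Thinning left 0.837, which argues against depth. The other treatments of its grp lay -0.030 from their group means (4 of 4 in the same direction) and this library -0.10, so a shift of the grp is a candidate explanation for a part of the gap.

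The effect of SgshKO differed between ages in 361 genes (4 months and 3 weeks), 1323 genes (8 months and 3 weeks) and 56 genes (8 and 4 months), each by a test of the difference itself. For the difference between 8 months and 3 weeks, 3 of 100 splits of the libraries gave as many genes, the real one included. Free exchange of labels removes the effect of genotype at both ages, so it does not test whether the 2 effects are equal. These 3 are the splits that keep the 8-month labels, and the other 2, which exchange labels at 3 weeks only, gave 1688 and 1999 genes. The count therefore rests on the 8-month labels, and these splits do not show that it needs those at 3 weeks. They thus cannot exclude chance as the source of a difference between ages. The 4-month groups have 2 libraries each, so other splits were not counted for them. More genes were called at 8 months than at 3 weeks, and neither group size nor depth accounts for that. In 20 draws of 3 WT and 4 SgshKO libraries at 8 months the lowest count was 4276 (median 4614.5), against 1292 at 3 weeks. With every library thinned to 8191508 counts, 5227 genes were called at 8 months, 2495 at 4 months and 1145 at 3 weeks.

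The libraries differ in sex-linked transcripts, and the labels give no sex. All 3-week libraries were high in Xist, as were WT replicate 1 and SgshKO replicate 1 at 4 months and SgshKO replicates 3, 6 and 7 at 8 months. The other libraries of the age series and all ASO libraries were high in Ddx3y instead. With the Ddx3y minus Xist level as a covariate, 87.1% of the genes called at 8 months stayed called with the same sign. For the differences between ages the shares were 95.3% (4 months and 3 weeks), 84.4% (8 months and 3 weeks) and 67.9% (8 and 4 months), and for WT between 3 weeks and 4 months 70.4%. A sex difference of the same size in all groups therefore does not account for most of these genes, though it may for the remainder. The covariate has 1 effect for all ages and genotypes, so it does not test a genotype effect that differs between the sexes. Such an effect stays open for the differences between ages, as all 3-week libraries were high in Xist and the 8-month ones were not. The covariate is made from Ddx3y and Xist, so the loss of their own calls with it is no test. In WT all 3-week libraries were Xist-high and no 8-month library was, so in WT the covariate separates sex from age only through the 4-month libraries. Beyond sex, differences in kits, sequencers and collection between ages are not labelled and stay open for the differences between ages, beside age itself as the biological explanation that the design names.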

How the results depend on the processing

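Chosen only after the results were seen were the Ddx3y minus Xist covariate, the recomputed factors without the sex list, PBS replicate 4 in grp 3, and the list tests and named genes in 1 grp alone. Unless a cause is named, the cause of a change was not tested.

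The counts of genes changed between SgshKO and WT were within 1.5 times the reported ones under RLE factors, DESeq2, no filter, TPM, only the 2 groups compared, and the covariate, at each age. Among the settings other than leaving out a library, the exception is the replicate block at 3 weeks, with 803 genes, which uses fewer libraries. DESeq2 gave 680 genes for the difference between 4 months and 3 weeks, 162 for 8 and 4 months, 213 for the Tfeb and 403 for the Tfe3 ASO, 2 for ntc against PBS and 223 for the difference between grps in SgshKO. With no filter 131 genes differed between 8 and 4 months. Without grp the Mitf ASO gave 211, the Tfeb ASO 9, the Tfe3 ASO 29 and the combination 452 genes. With only the 2 groups in the model the Tfeb ASO gave 450 genes, and limma on the batch-corrected signal gave 145 for it and 1 for ntc against PBS. The combination gave 192 genes in grp 1 and 430 in grp 2 alone, from fewer libraries, and with the replicate number as a block 1011, of which 828 were among the 988. With PBS replicate 4 in grp 3 the counts were 1129, 85, 245 and 0 for Mitf, Tfeb, Tfe3 and ntc against PBS. With the covariate they were 1312, 2797 and 5303 for SgshKO against WT in order of age, 381, 1235 and 41 for the differences between ages, and 596 and 634 in WT.

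Which direction holds more genes depended on the scaling, and with TPM the genes tested changed as well. At 3 weeks, 4 months and 8 months the higher and lower counts were 760 and 532, 1469 and 1325, and 3090 and 2703 with TMM. They were 612 and 774, 1277 and 1900, and 2053 and 4066 with TPM and a pseudocount of 1, and 605 and 732, 1140 and 1919, and 2076 and 4041 with 0.1. Without the sex list and with factors recomputed they were 707 and 608, 1414 and 1445, and 2931 and 2962. With TPM the median change lay at -0.06, -0.12 and -0.14, and at -0.07, -0.13 and -0.16 with 0.1. These medians are over 12021 genes, against 14309 with TMM, so scaling and gene set cannot be told apart there.

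Without 1 library the count ran from 867 to 1161 at 3 weeks (lowest without WT replicate 2), from 1441 to 2708 at 4 months and from 5223 to 5945 at 8 months. For the differences between ages it ran from 100 to 699 (4 months and 3 weeks), 927 to 1486 (8 months and 3 weeks) and 4 to 125 (8 and 4 months), and in WT from 190 to 532 and from 199 to 800. All lowest values that involve 4 months were without a WT 4-month library, where an arm of 1 library is assumed to vary like the other groups. For the ASOs it ran from 621 to 970 (Mitf), 24 to 63 (Tfeb), 79 to 140 (Tfe3), 0 to 0 (ntc against PBS), 680 to 1131 (combination) and 0 to 25 (difference between grps). Fewer libraries lower the power, and the Mitf, Tfeb and Tfe3 counts fell in every such fit.

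At 8 months the list medians without 1 library were 2.13 to 2.22 (DAM), -0.67 to -0.54 (homeostatic) and 0.58 to 0.70 (lysosome). For the combination they were -0.24 to -0.19, 0.03 to 0.06 and -0.08 to -0.06, each past the threshold in all of these fits. With an estimated correlation the combination lists were -0.22 (adjusted p = 0.111), 0.041 (0.238) and -0.065 (0.237) and no longer passed, and in grp 1 alone the homeostatic list was 0.12 (0.0952). The list of genes higher in SgshKO was at 0.00 under the combination. It reversed to -0.0115 in grp 2 alone, and ran from -0.0109 to 0.0114 without 1 library. The lysosome list with the Tfe3 ASO ran from -0.0224 to 0.0121 without Tfe3 replicate 2, against -0.02 in full. The correlation of the Mitf and Tfe3 ASO effects was 0.707 with PBS as control, above all simulations. Of genes called with at least 2-fold change, 78.2% of those at 4 months and 73.4% of those at 8 months had the same sign at 3 weeks, and 94.0% of those at 8 months had it at 4 months.

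Among the named genes, 1135 fits without 1 library stayed on the same side of the threshold, 123 were weaker, 4 stronger and 7 reversed. In the other settings 460 stayed, 25 were weaker, 2 stronger and 3 reversed. For the list tests outside those above, 165 fits without 1 library stayed, 3 were stronger and 1 reversed, and in the other settings 100 stayed and 5 were weaker. All reversed values are near 0: Tfeb with the Mitf ASO (0.00 in full) was 0.0033 with RLE, 0.0038 with DESeq2 and 0.0029 without grp, and ran from -0.0539 to 0.0432 without 1 library. Mitf with the Tfe3 ASO ran from -0.0115 to 0.0942, and Tfe3 with the Mitf ASO from -0.0388 to 0.0351.

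The depth limits genes with few counts. At 4 months the floor of 3 counts over the WT group is 0.134 CPM, and at 8 months 0.0444 CPM, and genes at or under it give bounds alone.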

Other observations

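The test of clock genes and that of the dissociation list in SgshKO libraries were chosen only after the results they concern had been seen, as were those of the monocyte and neutrophil list beyond its named genes, of the region around Sgsh, and of the lists with the Mitf ASO.

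Other splits of the libraries rarely came as high as the real ones. For SgshKO against WT, 1 of 35 splits at 3 weeks and 1 of 100 draws from 330 splits at 8 months gave as many genes, counting the real one, so chance can be excluded. The same holds for the lists at 8 months, where 1 of 100 for DAM, 2 of 100 for homeostatic and 1 of 100 for lysosome genes came as far. For the Mitf, Tfeb and Tfe3 ASOs 1 of 35 splits each came as high, but the 35 splits ignore the pairing by grp. The real split was also the 1 of the 8 splits that part as many pairs by grp with as many genes. However, 8 splits cannot give a share under 0.05, and the others put libraries of the same grp on one side. Splits alone therefore do not exclude chance for the counts of these 3 ASOs. For ntc against PBS (35 of 35 splits) and for the difference between grps in SgshKO (100 of 100) the real count is 0, which every split reaches, so nothing is excluded. For the combination in SgshKO 1 of 100 draws reached the count of genes (largest other count 32) and 4 of 100 the DAM list. These draws ignore grp and the replicate number, whereas the real split is balanced over the grps. They alone therefore do not exclude chance for the count or the DAM list. Chance cannot be excluded either for the homeostatic list (15 of 100), the lysosome list (17 of 100) or the genes higher in SgshKO (34 of 100).

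S100a8, Ltf and Camp were among the genes most raised in SgshKO at 4 and 8 months. RNA from monocytes or neutrophils, in the sorted cells or from the tissue, is a candidate explanation. The genes of a fixed list for these cells other than S100a8 and its partner S100a9 had a median fitted change of 8.43 at 8 months, and 4 of these 6 genes were called higher. On the scale of the list tests the whole list of 8 genes had 7.83 at 4 months (adjusted p = 1.18e-05) and 6.15 at 8 months (adjusted p = 0.000142), or 8.02 and 7.19 with genes at 0 in WT placed at their bounds. At 3 weeks it was -0.01 (adjusted p = 0.861). S100a8 ranged from 479 to 2604 CPM between the SgshKO libraries at 4 months and from 66.7 to 985 at 8 months, and Ngp averaged 2907 and 509 CPM, and S100a9 1763 and 365, while the WT libraries at these ages held at most 0.827 CPM of S100a8. Ccr2, the 1 gene of the list above 2 CPM in WT at these ages, was not raised (7.08 to 3.35 CPM at 4 months, 8.72 to 10.1 at 8 months). Whether such cells were more frequent in SgshKO brains, adhered to the sorted cells or differed with collection cannot be read from these libraries, and cell counts were not used here. Border macrophage genes rose too, by 2.07 at 4 months (adjusted p = 0.0158) and 2.22 at 8 months (adjusted p = 0.00793), among them Mrc1 (19.7 CPM in WT and 69.3 CPM in SgshKO at 8 months, a log2 fold change of 1.82), and microglia may express some of them. Lists for astrocytes (1.65 at 4 months, adjusted p = 0.206), neurons (1.21, adjusted p = 0.246), endothelial cells (1.23, adjusted p = 0.860) and oligodendrocytes (0.31 at 8 months, adjusted p = 0.370) did not pass in SgshKO against WT at those ages. In the SgshKO ASO libraries S100a8 ranged from 0.273 to 119 CPM with ntc and from 0.153 to 76.6 with the combination, and the list of 4 genes there had a median of 0.57 with a test that pointed down (adjusted p = 0.860).

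Hspa1b and Atf3 were raised in WT at 4 months against 3 weeks, which a response to cell isolation could produce. The dissociation list rose in WT from 3 weeks to 4 months (2.33, adjusted p = 1.77e-10) and fell to 8 months (-1.46, adjusted p = 1.32e-05). Without those 2 genes it rose by 2.06 in WT (10 of 10 genes) and by 0.86 in SgshKO (8 of 10 genes), less than in WT (difference -1.27, 0 of 10 genes higher). camera without adjustment passed 0.05 for the first and the last of these and not for SgshKO. The SgshKO libraries at 3 weeks were already raised against WT (0.78, adjusted p = 0.00374), Atf3 reached 404 CPM in WT and 386 CPM in SgshKO at 4 months, and the list did not differ between genotypes then (-0.39, adjusted p = 0.347). An isolation response in the 4-month libraries and a change with age cannot be told apart, since the test compares ages and the 3-week libraries differ among themselves. This verdict was reached after the values had been seen. At 8 months the list did not pass (-0.38, adjusted p = 0.406).

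Dbp and Nr1d1 were among the genes whose SgshKO effect differed between 8 and 4 months. Collection at another time of day might produce this. Of 8 other clock genes, 5 moved as that predicts, and the mark set for the test, 7, was missed. Per3 (-1.35, adjusted p = 0.0311) and Nr1d2 (-1.03, adjusted p = 0.0499) moved with Dbp, whereas Clock did not move (-0.11 ± 0.19, SE). Ciart pointed against the prediction (0.86 ± 0.63, SE, adjusted p = 0.643), and Npas2 is near the floor (0.0970 to 1.41 CPM). Dbp stood at 46.1 ± 9.13 CPM (SD, n = 4) in WT at 8 months and at 15.6 to 21.02 CPM in the other groups of the series. The WT libraries at 8 months therefore set the Dbp difference, and Per3, Tef, Nr1d2 and Per2 were also highest there. Arntl, counted among the 5, differed at 4 months instead (22.6 CPM in WT and 10.7 in SgshKO, against 10.7 and 11.5 at 8 months). As the WT libraries at 8 months are all those of that age, time of collection and genotype cannot be told apart.

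Genes near Sgsh could differ because DNA of another strain surrounds the mutated gene. Within 20 Mb of Sgsh 6.05% of genes (21 of 347) were called in one direction at all 3 ages. Elsewhere the share was 5.77% (805 of 13962, Fisher's exact test, 2-sided p = 0.815). The window as a whole thus showed no clear excess, but a shorter segment was not tested apart. Some of the 21 genes lay close to the start of Sgsh, such as Gaa (-0.0755 Mb), Baiap2 (0.600 Mb) and Slc38a10 (0.760 Mb). Others lay as far away as Naglu (-18.3 Mb). Such DNA next to Sgsh therefore stays open.

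The DAM and lysosome lists rose with the Mitf ASO in WT, and technical sources of this were tested. ntc libraries out of place would make the rise vanish against PBS, but the lysosome median was 0.26 there (adjusted p = 1.15e-29) and the DAM median 0.63 (adjusted p = 4.63e-24). A trend with expression level would give lists of like expression the same median. The lysosome list stood at percentile 100 of 10000 such lists, whose highest median was 0.0895. After adjustment for gene length its median was 0.21, so a trend with length is not its whole source either. The DAM list, checked in the same way later, stood at percentile 100 of 10000 lists, whose highest median was 0.144, and at 0.42 after adjustment for length. The rise in these lists may then be an effect of lowering Mitf. That remains a hypothesis, as off-target effects of the ASO were not tested and the labels name a single Mitf ASO treatment in WT. For the correlation of the effects of the 3 ASOs against ntc, 0 of 3 pairs lay above every simulation of unchanged groups, so shared control libraries may account for it. Among genes with log2 CPM of at least 4, however, r for Tfeb and Tfe3 was 0.280, under the lowest of the simulations (0.335), so unchanged groups do not describe that pair there. Against PBS r was higher (0.618, 0.707 and 0.640), and 1, 0 and 1 of 100 simulations came as high. Simulated shared controls rarely gave this. As the simulations also lay wholly above the 0.280 of Tfeb and Tfe3, their spread may be too narrow to exclude shared controls. An effect that the ASOs have in common, or one of any ASO against PBS, stays open beside them.

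The interferon list rose under the combination in SgshKO (0.50, 11 of 11 genes higher, adjusted p = 3.53e-10), the Mitf ASO (0.62, adjusted p = 0.00732) and the Tfe3 ASO (0.60, adjusted p = 0.00109), and did not pass with the Tfeb ASO (0.30, adjusted p = 0.174). In WT 1 library with each of the Mitf and Tfe3 ASOs stood highest on this list and holds much of the rise: Tfe3 replicate 1 at a mean log2 CPM of 4.05 (the others 2.19 to 2.71) and Mitf replicate 3 at 3.52 (the others 2.55 to 2.63), where ntc had 2.11 to 2.30. ntc against PBS gave -0.21 (adjusted p = 0.0367). In SgshKO against WT the values were 0.35 at 3 weeks (adjusted p = 0.174), 0.80 at 4 months (adjusted p = 0.0491) and 1.63 at 8 months (adjusted p = 1.18e-05). The dissociation list was -0.20 for ntc against PBS (adjusted p = 2.37e-05), -0.19 with the Mitf (adjusted p = 0.209), -0.16 with the Tfeb (adjusted p = 0.00109) and -0.24 with the Tfe3 ASO (adjusted p = 0.0150), and -0.07 with the combination (mean 0.03, adjusted p = 0.560). Oligodendrocyte genes were 0.16 with the Tfeb ASO (adjusted p = 0.0110), 0.13 with the Tfe3 ASO (adjusted p = 0.0452), 0.09 with the Mitf ASO (adjusted p = 0.161) and 0.16 with the combination (adjusted p = 0.0239). In WT against age the homeostatic list fell from 3 weeks to 4 months (-0.13, adjusted p = 0.00374), and the DAM list did not pass (-0.10, adjusted p = 0.285).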
